A study of Mus musculus with 2 samples.

How the data were processed

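Microglia, the resident macrophages of the brain, were measured by droplet single-cell RNA sequencing in 2 libraries from 3-month-old female C57BL/6 mice. Per the labels' protocols, cells were isolated without enzymes, pooled from 3 mice of each genotype, sorted by flow cytometry and passed to the 10x Genomics platform. Each group is therefore 1 library and 1 pool, and no value has a replicate. Group assignment came from the sample titles, which read WT and IRF8KO. The genotype entry of the sample titled IRF8KO reads WT, so that library is called the library labelled IRF8KO throughout. The same protocol text also names a full-length kit for low-input RNA, which is not a droplet method; the values have the form of droplet data and were treated as such.

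The deposited matrices hold whole-number UMI counts per gene and cell barcode, where a UMI is a molecular tag that counts each captured transcript a single time. Per the file headers, the matrices were written by software version 3.1.0 in format version 2. The genome build, annotation, alignment settings and cell-calling method are not given in the sources used here. The lowest barcode held 500 UMIs in the WT library and 501 in the other, so the deposited barcodes had been selected before analysis. Both libraries list the same 31053 features, and 36 of them carry a repeated symbol. Gene identifiers were matched to GENCODE M21 on GRCm38 for positions only, and 30934 of 31053 matched.

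Cells were kept with at least 1000 UMIs, at least 500 genes and at most 10% mitochondrial UMIs. The filter kept 3304 of 3504 WT barcodes and 5105 of 5303 IRF8KO barcodes. Doublet scores were computed for each library with the scrublet method in scanpy 1.11.5. The caller marked 0 WT cells and 3 IRF8KO cells (0.0588%), which is too few for a working call at this number of cells. All kept cells therefore stayed in the main values, and an alternative left out the 87 WT and 208 IRF8KO cells with the highest scores, at 0.8% per 1000 cells.

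Kept cells of both libraries were normalised to equal totals, log-transformed and clustered together on 2000 variable genes, 30 principal components, 15 neighbours and Leiden resolution 0.5, without batch correction. A cluster was named only where at least 3 markers of a class, and more than of any other class, stood among its 10 leading genes by fold. The markers were fixed before the data were examined. Of the 9 clusters, 1 met this rule and is called neutrophil-like, with 5 neutrophil markers among its 10 leading genes. The remaining clusters each came almost wholly from 1 library. No cluster of either library had a microglia marker among its 10 leading genes, and the largest clusters of the library labelled IRF8KO had a border macrophage marker there, so a microglia-like class could not be compared by name. This departs from the plan: the planned share of microglia-like cells was replaced by the neutrophil-like share, and expression was compared over all kept cells outside the neutrophil-like cluster, called non-neutrophil cells. That population is defined by sort and filter and may hold other macrophages.

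UMIs were summed over non-neutrophil cells, 18543061 in the WT library and 19059943 in the other, and each gene's sum was scaled by the library's total to CPM. The deposited counts themselves were not altered. The log2 ratio is log2 of IRF8KO CPM over WT CPM, so a negative value is lower in the library labelled IRF8KO. A count of 0 was replaced by a floor of 3 counts over the group, 0.162 CPM in WT and 0.157 CPM in the other, and such ratios are bounds. With 1 library per group no test of genotype exists, and no p-value was computed. Intervals are exact 95% Poisson intervals for CPM, exact conditional binomial intervals for ratios, exact binomial (Clopper-Pearson) intervals for shares, and the middle 95% of 1000 Poisson draws for list medians. For a share of 0, the limit given is 3 counts of the total, and a fold against 0 is taken at the same floor, in place of an interval. All of them cover counting error only, and cells are not replicates.

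Lists of genes were fixed before the data were examined, from general knowledge of the field: homeostatic microglia, disease-associated microglia (DAM), interferon response, MHC class II, border macrophage, cell cycle and immediate early genes. No gene is on more than 1 list. A list value is the median log2 ratio over members with at least 10 CPM in a library. Its percentile among 10000 random lists of the same size, matched on mean CPM, describes these libraries and is no test. A member under 10 CPM in 1 library can enter only by being higher in the other. Counts of members higher or lower partly follow from this rule. Clec7a, a DAM member, is not in the feature table used and was not analysed here. Named genes followed a rule also fixed beforehand: Irf8 and Sall1, the 3 members of each list with the largest absolute log2 ratio, and the 8 highest and 8 lowest ratios among genes with at least 50 CPM in a library, without mitochondrial, ribosomal protein and haemoglobin genes. Other genes named below are list members or markers, and any chosen after seeing values are marked as such.

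For comparison of single cells, each cell was thinned at random to 2000 UMIs, and cells with fewer were left out: 285 WT and 498 IRF8KO cells, leaving 3019 and 4511, with 95 neutrophil-like cells. The per-cell overlap is the percentage of IRF8KO cells below the 5th percentile (homeostatic) or above the 95th percentile (DAM) of WT cells in the share of UMIs from the list.

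The scripts were tested on simulated counts for the IRF8KO against WT comparison over 8482 genes, with 200 genes changed by known folds. The direction was recovered for 100% of the changed genes. The 95% intervals held the true ratio for 95.3% of genes and for 92.5% of the changed genes. The counts were drawn from the Poisson model that the intervals assume. The known shift that rescaling to equal totals puts on every gene was added to the true ratios. This coverage therefore checks the calculation alone. It says nothing of differences between pools or of shifts in composition. A list of 30 raised genes lay at the 100th percentile of random lists, and 20 lists of unchanged genes lay between the 0.87 and 91.9 percentiles.

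Alternatives tried were no filter on cells, a stricter filter (2000 UMIs, 1000 genes and 5% mitochondrial UMIs), the highest doublet scores left out, all kept cells, edgeR 4.0.16 TMM factors, totals without mitochondrial and ribosomal protein genes, totals without the 10 most abundant genes, equal weight for each cell, a pseudocount of 1 CPM, and no minimum for list members. For the per-cell overlaps they were also another depth of thinning, no thinning and other percentiles. The lists without their most abundant member (Cst3 in the homeostatic list, Apoe in the DAM list) were added after seeing the data. Computation used Python 3.11.15 with scipy 1.17.1, and R 4.3.3.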

Results

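Single-cell transcriptomes of sorted brain microglia were profiled in a wild-type (WT) library and in a library labelled IRF8KO, to ask how cells lacking the transcription factor IRF8 differ from wild-type cells in the adult mouse. Each library came from a pool of 3 female mice aged 3 months, and there was 1 library per group, so differences have no replicate check and no test of genotype was possible. The WT library held 3504 barcodes with 18706147 UMIs, and the library labelled IRF8KO held 5303 barcodes with 19998075 UMIs. After filtering, the median cell of the 3304 WT cells had 3204.5 UMIs and 1682 genes, and that of the 5105 IRF8KO cells had 2951 UMIs and 1382 genes. The median mitochondrial share was 2.09% in WT cells and 3.65% in IRF8KO cells. Sex-linked transcripts matched the stated sex, with Xist at 2745 CPM in WT and 2663 CPM in IRF8KO non-neutrophil cells and no Ddx3y UMI in either; these genes were chosen outside the naming rule.

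The targeted gene was examined before any other comparison. Irf8 (ENSMUSG00000041515) lies on chromosome 8 from 120736358 to 120756694 on the + strand in GRCm38, from a match to GENCODE M21. Its UMIs summed to 14725 in WT non-neutrophil cells and 12772 in those of the library labelled IRF8KO, or 794 CPM (781 to 807) and 670 CPM (659 to 682). The log2 ratio of -0.24 (-0.28 to -0.21) sat at the 53.4 percentile of 8857 genes with at least 10 CPM in a library, whose own median was -0.28. Irf8 was therefore not reduced relative to other genes. The labels do not name the allele, and UMIs counted at the 3′ end outside a deleted part cannot check a knockout, so the retained Irf8 UMIs neither support nor contradict the title. Of the alternatives, TMM scaling moved the Irf8 value most, to 0.0062.

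Clustering set apart 1 group of cells with a known identity. A neutrophil-like cluster, led by Camp, Ngp, S100a8 and S100a9, held 96 of 5105 cells of the library labelled IRF8KO, or 1.88% (exact interval 1.53 to 2.29). It held 0 of 3304 WT cells, which allows a share of up to 0.0908% (3 counts of the total). Both libraries had passed a sort for microglia, so this is a share of sorted cells. All other clusters came almost wholly from 1 library each and were not compared by size.

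Across the remaining non-neutrophil cells, the transcriptomes differed widely. The Pearson correlation of log2 CPM between the libraries was 0.807 across the 8857 genes, which are not independent replicates. The middle 90% of log2 ratios ran from -1.41 to 1.09. Their median was -0.28, and some genes took a larger share of UMIs: Apoe alone rose from 0.0478% to 8.82% of UMIs, ribosomal protein genes from 6.94% to 14.1% and mitochondrial genes from 2.17% to 3.93%. TMM scaling moved the median of all genes by 0.26, to -0.02. List values are therefore also given relative to the median of all genes.

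**Figure D1:**
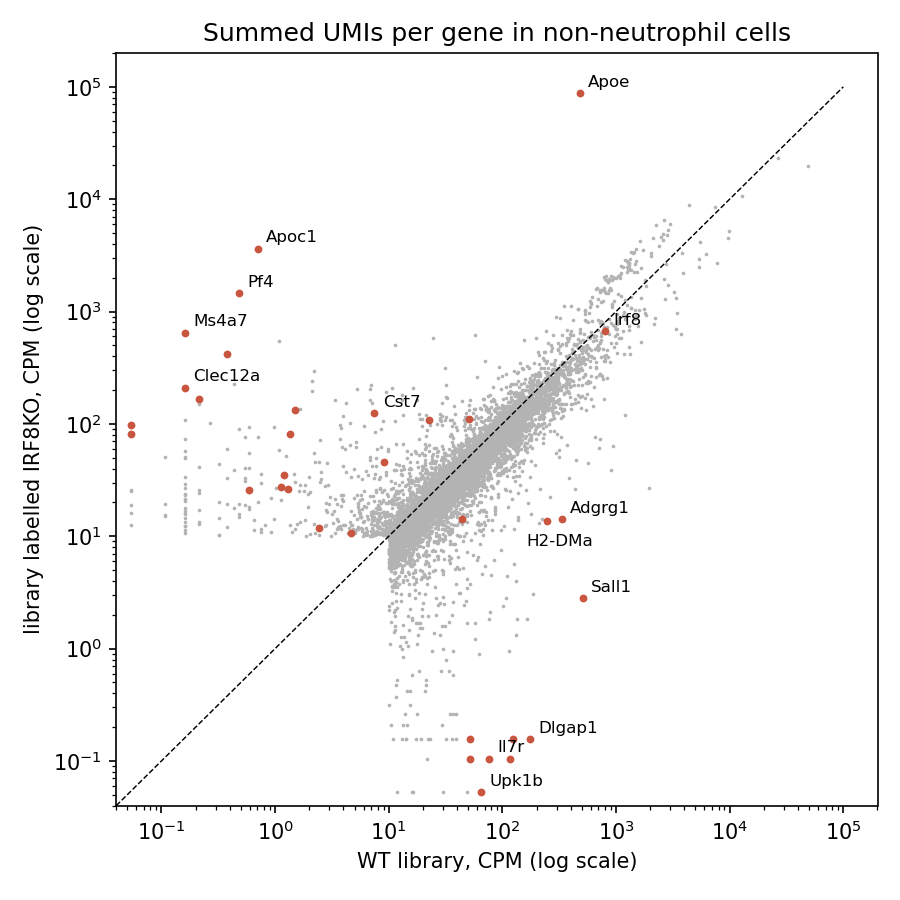
Summed UMIs of non-neutrophil cells as CPM per gene, WT on the x axis and the library labelled IRF8KO on the y axis, both on log scales. Grey points are the 8857 genes with at least 10 CPM in a library, red points are genes named by the fixed rule, the dashed line marks equal CPM, and a count of 0 is drawn at the floor of 3 counts; Apoe stands at 478 CPM in WT and 88226 CPM in the other library.

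The highest ratios among genes with at least 50 CPM in a library belonged to Apoc1, Ms4a7, Pf4, Mndal, Trim55, Clec12a, Apoc4 and Clec4n. Apoc1 had 13 UMIs in WT and 69269 in the library labelled IRF8KO, a log2 ratio of 12.34 (11.57 to 13.25). Ms4a7 had no UMI in WT and 12344 in the other library, at least 4003-fold higher at the floor of 3 counts, and Clec12a had none against 4010, at least 1300.4-fold higher. Pf4 rose from 9 to 27791 UMIs, a log2 ratio of 11.55. Mndal and Trim55 each had a single WT UMI, and their log2 ratios were 10.83 (8.35 to 16.13) and 10.56 (8.08 to 15.87). Apoc4 reached 10.12 and Clec4n 9.59.

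The lowest ratios belonged to Upk1b, Dlgap1, Klk8, Spint1, Il7r, P3h2, Gimap1 and Sall1. Sall1, a transcription factor of microglia, fell from 511 CPM to 2.83 CPM, a log2 ratio of -7.49 (-7.91 to -7.11). Few cells carried much of the 2.83 CPM. Of 54 Sall1 UMIs, 24 lay in a cluster of 30 cells and 13 in 6 IRF8KO cells of the main WT cluster. After thinning, 60.6% of WT cells and 0.355% of IRF8KO non-neutrophil cells had a Sall1 UMI (76.2% and 0.619% without thinning), against 0 of 95 neutrophil-like cells. Before thinning, the median depth was 6865.5 UMIs in all 96 neutrophil-like cells, 3204.5 in WT cells and 2934 in IRF8KO non-neutrophil cells. Dlgap1 fell from 3260 UMIs to 3, a log2 ratio of -10.13 (-12.40 to -8.58). Upk1b, with 1204 UMIs in WT and 1 in the other library, had a ratio of -10.27 (-15.58 to -7.79). Klk8 stood at -10.11, Spint1 at -9.61, Il7r at -9.51 and P3h2 at -8.95, each with 3 or fewer UMIs in the library labelled IRF8KO. Gimap1 had 962 WT UMIs and none in the other library, at least 329.6-fold lower at the floor of 3 counts.

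Gene lists were compared next, to ask which known microglial programmes differed. The homeostatic list had a median log2 ratio of -1.10 (-1.11 to -1.09), or -0.82 relative to all genes, and 27 of 30 members were lower in the library labelled IRF8KO (26 under TMM scaling and with totals without mitochondrial and ribosomal protein genes). Its median lay at percentile 0 of 10000 random matched lists, whose median was -0.02. The alternative that moved it most was TMM scaling, which gave -0.84. The list took 9.58% of UMIs in WT cells and 4.21% in IRF8KO cells. The members with the largest changes were Upk1b, Sall1 and Adgrg1, the last at -4.55. P2ry12 fell from 3701 to 626 CPM, a ratio of -2.56. Fcrls and Olfml3 stood at 0.08 and 0.07, and Gpr84 rose by 1.5.

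The 11 microglia markers stayed abundant in spite of this decrease. Non-neutrophil cells of the library labelled IRF8KO carried 626 to 4542 CPM of each, which was 15.9 to 34.9 times the level in neutrophil-like cells of the same library. Of the 11, 9 were lower than in WT and 2 were higher. Trem2 changed side under TMM scaling and with totals without mitochondrial and ribosomal protein genes, which left 8 lower and 3 higher.

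**Figure D2:**
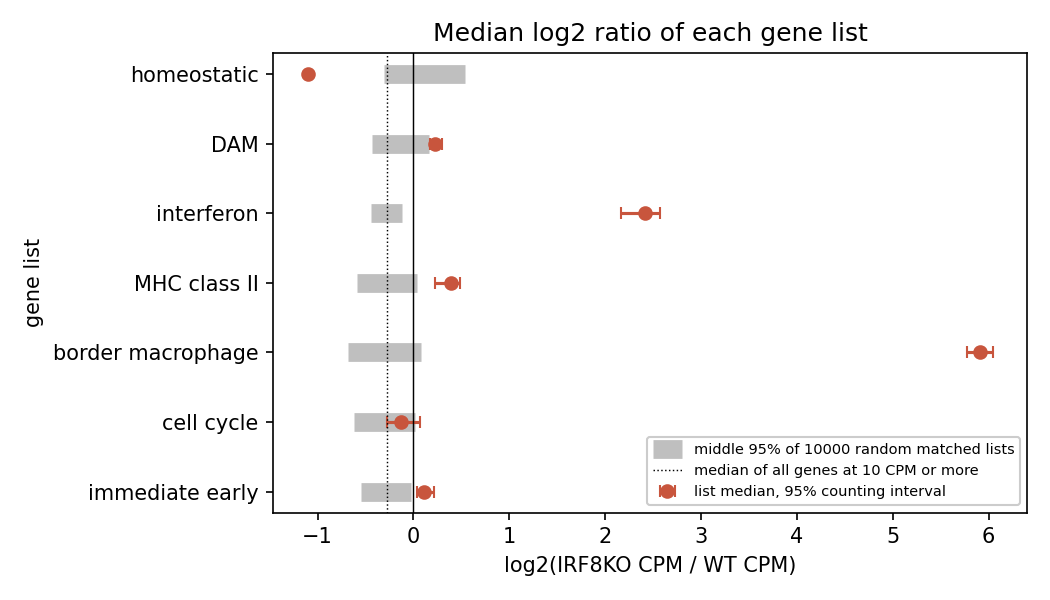
Median log2 ratio of IRF8KO CPM over WT CPM for 7 gene lists (points, with 95% counting intervals), with the middle 95% of 10000 random matched lists (grey bars), 0 (solid line) and the median of all genes (dotted line). The border macrophage median of 5.91 and the interferon median of 2.41 lie to the right of their random lists, and the homeostatic median of -1.10 lies to the left.

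The border macrophage list, genes of macrophages at the brain's outer surfaces, rose most. All 12 members with at least 10 CPM were higher in the library labelled IRF8KO, with a median of 5.91 (5.77 to 6.05), or 6.19 relative to all genes, at the 100th percentile of random lists. The 4 members without a WT UMI enter this median at their bound. Pf4, F13a1, Ms4a7, Clec12a, Clec4n and Cd38 were under 10 CPM in WT, so they could enter only by being higher in the other library. The agreement in direction is therefore partly set by the minimum, without which the median was 5.45. Ms4a7, Pf4 and Clec12a changed most. Among the 11 markers of this class, 9 were higher, but Cd163, Lyve1, F13a1, Cbr2 and Folr2 stayed under 20 CPM, and Lyve1 had 2 UMIs in all. In thinned cells, the border macrophage share of UMIs had a median of 0% in WT and 0.45% in the library labelled IRF8KO, and 96.5% of IRF8KO cells lay above the 95th percentile of WT cells. Ms4a7 had a UMI in 50.8% of thinned IRF8KO cells (58.4% unthinned) and in 1.05% of neutrophil-like cells.

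The DAM list gave a median of 0.23 (0.17 to 0.30), or 0.51 relative to all genes, at the 98.3 percentile, while its mean was 0.80. Of 23 members used, 14 were higher and 9 lower, with 13 to 15 higher over the scalings tried. Apoe, Igf1 and Cst7 rose by 7.53, 5.91 and 4.05 on the log2 scale. Apoe went from 478 CPM to 88226 CPM, 185-fold, and made up 76.2% of the list's UMIs in IRF8KO cells. Trem2 stood at -0.12 before the change of side described above, and Ccl6 fell by 3.31. Summed over the list, DAM UMIs went from 2.23% to 11.6% of all UMIs, and without Apoe from 2.19% to 2.76%. Against all WT cells, the DAM median was -0.0021 in the largest cluster of the library labelled IRF8KO (2278 cells), 0.66 in the next (2093 cells) and 0.11 in a cluster of 600 cells. The cluster of 600 cells had more UMIs per cell, as given below.

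Per cell, the homeostatic list separated the libraries, and the DAM list did so through Apoe. After thinning to 2000 UMIs, the homeostatic list took a median of 9.65% of UMIs (quartiles 8.55 and 10.95) in 3019 WT cells and 4.0% (3.15 and 5.3) in 4511 IRF8KO cells. Of the IRF8KO cells, 93.5% lay below the 5th percentile of WT cells (exact interval 92.8 to 94.2), and 93.7% did without thinning. Without Cst3, the member with most UMIs, 92.5% did. For the DAM list the medians were 2.10% and 11.45%, and 99.4% of IRF8KO cells lay above the 95th percentile of WT cells (exact interval 99.2 to 99.6; 99.4% without thinning). With Apoe left out of the list, the medians were 2.10% and 2.70%, and 21.7% of IRF8KO cells lay above that percentile (19.7% without thinning). Both of these alternatives were chosen after seeing the data.

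**Figure D3:**
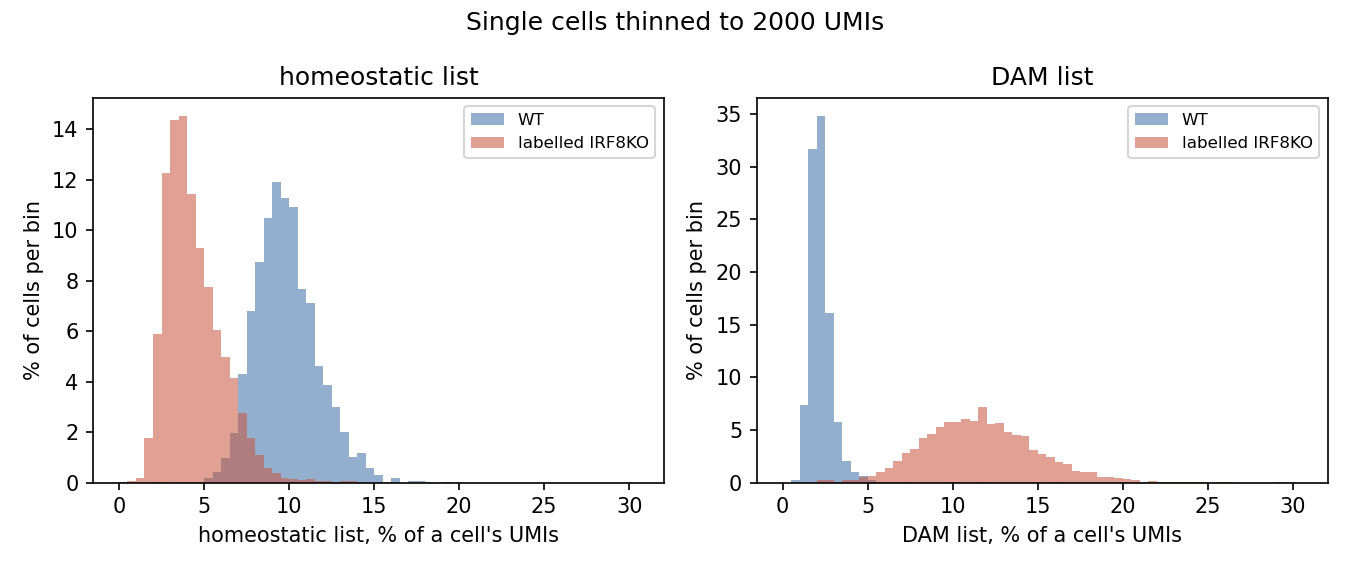
Share of a cell's UMIs in the homeostatic list (left panel) and the DAM list (right panel), on the x axes in percent, for 3019 WT cells (blue) and 4511 cells of the library labelled IRF8KO (red), all thinned to 2000 UMIs; the y axes give the percentage of each library's cells per bin of 0.5 percentage points. The medians are 9.65% and 4.0% for the homeostatic list and 2.10% and 11.45% for the DAM list, in which Apoe makes up 76.2% of the IRF8KO UMIs.

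Interferon response genes were also higher. The list median was 2.41 (2.17 to 2.58), or 2.69 relative to all genes, at the 100th percentile, and 26 of 28 members were higher (27 under TMM scaling). Ifi207 rose from 1.51 to 133.6 CPM, a ratio of 6.47, and Rsad2 and Ifit3b rose by 5.46 and 4.61. Phf11d and Trim30a were the members that fell, Trim30a not under TMM scaling. The change was uneven across cells: the median was 1.08 and 1.43 in the clusters of 2278 and 2093 cells, and 3.43 in the cluster of 600 cells, whose leading genes are interferon genes. Those 600 cells had a median of 6729 UMIs, against 2500 and 3225.5 in the clusters of 2278 and 2093 cells. Their median doublet score, 0.104, was the highest of any cluster. Resolution 1.0 divided the 600 cells into 517 with an interferon median of 2.07 and 83 with 6.51. The 517 had a median of 7492 UMIs and lay in a cluster led by Mrc1, Adgb, Runx2 and Dab2, not by interferon genes. The 83 had a median of 3408 UMIs. Whether depth or doublets shape the values of the 517 was not tested. After thinning, 24.6% of IRF8KO cells lay above the 95th percentile of WT cells, and the 99th percentile of the list's share was 1.70% of UMIs in the library labelled IRF8KO and 0.45% in WT.

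MHC class II genes moved apart. The list median was 0.39 (0.23 to 0.48), or 0.67 relative to all genes, at the 99.96 percentile, but 4 of 8 members were higher and 4 lower. Its share of UMIs fell from 0.0492% to 0.0293%. H2-Aa and H2-Eb1 rose by 4.87 and 4.36, and H2-DMa fell by 4.17. Of the UMIs of the 4 higher members in the library labelled IRF8KO, 86.5% were in the 50 cells that held most. With equal weight for each cell, the list median reversed to -0.20, which was 0.06 relative to all genes in that setting. The median also differed between clusters, against all WT cells. It was -1.22 in the cluster of 2278 cells (5 members), and 0.31 and 0.72 in those of 2093 and 600 cells (8 members each). The members left out in the cluster of 2278 cells are H2-Aa, H2-Ab1 and H2-Eb1, which lie under the CPM minimum in WT. All of them are among the higher members of the list. The -1.22 was therefore not taken over the same members as the other medians, and its opposite sign cannot be read as opposite regulation.

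Cell cycle genes went both ways. Their median was -0.13 (-0.27 to 0.07, an interval that includes 0), or 0.15 relative to all genes and so of opposite sign, at the 87.7 percentile, with 7 of 13 members lower (5 under TMM scaling), and their mean was 0.00. Stmn1 fell by 1.64, while Cenpf and Hmgb2 rose by 1.21 and 1.11. With all kept cells, and so with the neutrophil-like cells, the median became 0.35.

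Immediate early genes had a median of 0.11 (0.04 to 0.21), or 0.39 relative to all genes, at the 99.8 percentile, with 10 of 17 members higher (12 under TMM scaling). Ier3, Fos and Rgs1 rose by 2.34, 2.30 and 2.24, and Klf2 fell by 2.05. The Fos value depended on the processing: it was 0.96 with equal weight for each cell and 2.94 under the stricter filter. The list took 0.189% of UMIs in WT cells and 0.188% in IRF8KO cells.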

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

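Of the tests in this part, the one on too few WT cells and the gene list of the one on other blood cells were chosen only after values were seen; the test on haemoglobin was written down before.

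A signal outside the compared population came from 96 neutrophil-like cells of the library labelled IRF8KO, with none among 3304 WT cells. Sampling of too few WT cells is argued against, since a count of 0 (3 counts of the total) allows a share of up to 0.0908% of WT cells, and the share in the other library was 1.88%. Blood cells that passed the sort are a candidate source. Of the kept IRF8KO cells, 0 had UMIs of 3 or more of 10 T and NK cell genes, and 0 had UMIs of 3 or more of 7 B cell genes. UMIs of 2 T or NK cell genes or more were found in 1 cell. The T and NK genes and the B cell genes were counted apart. The neutrophil-like cells themselves held 8 Cd3d and 12 Nkg7 UMIs. Few lymphocytes at most came with them, which does not exclude blood or marrow rich in granulocytes, and blood cells passing the sort and a genotype effect cannot be told apart with 1 library per group. In neutrophil-like cells, Camp stood at 56794 CPM and Ngp at 38372 CPM, while Retnlg was at 100.9 CPM and Cxcr2 at 36.7 CPM; these genes were chosen from the fixed markers after seeing their values. A difference between genotypes stays open and untested.

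Haemoglobin transcripts appeared in barcodes that the filter left out. The 200 WT barcodes left out carried 23660 UMIs of the 4 haemoglobin genes, and the 198 IRF8KO barcodes left out carried 0. Red blood cells in the sort are a candidate source for the WT library: 100% of these UMIs lay in 5 barcodes in which haemoglobin took over 50% of UMIs, so the signal was not spread as free RNA would be. Kept WT cells held 43 haemoglobin UMIs in 41 cells. Chance in so few barcodes and a difference in handling between the pools both stay open, and no biological explanation was tested.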

How the results depend on the processing

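Alternatives for the neutrophil-like share, and those without Cst3 or Apoe, were chosen after seeing the data; all others were fixed before the data were examined. With 1 library per group, there was no replicate to leave out and no other split of the samples to test. A value counts as moved here when it left the counting interval of the reported value.

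The Irf8 log2 ratio changed sign under TMM scaling, to 0.0062. It moved to -0.30 with all kept cells, -0.10 with totals without mitochondrial and ribosomal protein genes, -0.17 with totals without the 10 most abundant genes and -0.19 with equal weight for each cell. The scalings moved the median of all genes too, by 0.26 under TMM and 0.15 without mitochondrial and ribosomal protein genes, so a common factor shows the cause of those shifts. The MHC class II median reversed with equal weight for each cell, to -0.20, and the cause was not tested; relative to all genes it fell from 0.67 to 0.06 without changing sign.

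Under TMM scaling, the medians moved to -0.84 (homeostatic), 0.50 (DAM), 2.67 (interferon), 0.64 (MHC class II), 6.16 (border macrophage), 0.12 (cell cycle) and 0.63 (immediate early). Totals without mitochondrial and ribosomal protein genes gave -0.95 (homeostatic), 0.38 (DAM), 0.54 (MHC class II) and 0.52 (immediate early). Scaling also changes which members pass the 10 CPM minimum: over the 17 members of the reported value, immediate early was 0.37 under TMM and 0.26 without mitochondrial and ribosomal protein genes, and DAM was 0.48 under TMM. Totals without the 10 most abundant genes gave -1.02 (homeostatic) and 0.30 (DAM). With equal weight for each cell, homeostatic was -1.03 and border macrophage 5.59 (5.66 over the members of the reported value). The stricter filter gave -1.06 (homeostatic) and 0.49 (MHC class II). With all kept cells, homeostatic was -1.15 and cell cycle 0.35 (16 members in place of 13), and the neutrophil-like cells added in that setting had a cell cycle median of 5.56 against WT. Without a minimum for members, border macrophage was 5.45 and cell cycle 0.34; a pseudocount of 1 CPM gave border macrophage 4.29, since it shrinks ratios of genes near 0. Apart from these causes, the cause was not tested.

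The homeostatic overlap was 90.6% with thinning to 0.5 times the UMIs and 95.9% at the 10th percentile of WT cells, and the DAM overlap was 97.6% with all kept cells, which include neutrophil-like cells. Without Apoe the DAM overlap fell to 21.7%, so that overlap rests on 1 gene, while the DAM median was 0.20; without Cst3 the homeostatic overlap was 92.5%. The neutrophil-like share was 2.52% under the stricter filter. The homeostatic, DAM, interferon, border macrophage and immediate early medians kept their sign under the 10 alternatives fixed for each. For the 32 other named genes, 288 values under 9 alternatives gave 241 within the interval, 47 moved and 0 of opposite sign.

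Depth limits the lowest genes most: ratios of genes with 3 or fewer UMIs in a library span several log2 units.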

Other observations

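Tests in this part on border macrophage genes, MHC class II genes, Il7r, Irf8 and cells of high UMI count were chosen only after their results were seen. The tests on Apoe, on the neighbours of Irf8 and on shared barcodes were written down before.

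Border macrophage genes were higher in the library labelled IRF8KO. A minority of border macrophages in the sort is argued against, since 96.5% of thinned cells lay above the 95th percentile of WT cells. Free RNA is argued against as well: the list's share of UMIs was 7.26 times that in neutrophil-like cells of the same library. Border macrophages of the adult brain in place of microglia would bring all their abundant transcripts, yet 5 of the 11 markers, Cd163, Lyve1, F13a1, Cbr2 and Folr2, stayed under 20 CPM. Blood-derived macrophages in place of microglia stay open. They may lack Sall1, whose log2 ratio was -7.49, and a change of microglia themselves could give the same value, so these cannot be told apart here. A genotype effect is likewise open and untested.

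Apoe took 8.82% of UMIs in non-neutrophil cells of the library labelled IRF8KO. Free RNA is an unlikely source of that level, since Apoe was 18.6 times higher in those cells (88226 CPM) than in neutrophil-like cells of the same library (4736 CPM). The latter level is itself above the 478 CPM of WT cells, so free Apoe RNA may add a background there. In the other direction, S100a8 stood at 141016 CPM in neutrophil-like cells and at 76.3 CPM in the non-neutrophil cells.

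The MHC class II members that rose, Cd74, H2-Aa, H2-Ab1 and H2-Eb1, did so through few cells. In the library labelled IRF8KO, 50 cells held 86.5% of their UMIs, which argues against free RNA: spread over the cells by depth, in 100 random draws, the 50 highest cells held at most 9.37%. Their CPM in neutrophil-like cells of the same library was close, at 182 against 196, but 1 of those 96 cells held 137 of the 139 UMIs. A count of 10 or more such UMIs was found in 32 of 5009 cells, against 9 of 3304 in WT. What those cells are was not tested. H2-DMa, which fell by 4.17, is not among these members.

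Il7r, a gene of lymphocytes, had a UMI in 876 of the WT non-neutrophil cells (26.5%) and in 2 of the others. Lymphocytes in the sort are argued against, because 0 kept WT cells had UMIs of 2 or more of the other T and NK cell genes on the list. The same held for the B cell genes, which were counted apart. Ighm, Cd79b and Il7r were left out of that list because their UMIs were found in many WT cells. Free RNA as a source of those UMIs was not tested, since the WT library has no neutrophil-like cells to give a background. Ighm fell from 264 to 22.1 CPM and Cd79b from 49.0 to 4.20 CPM, both chosen after their values were seen. A difference between genotypes is open and untested.

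Genes within 10 Mb of Irf8 on chromosome 8 were tested for a strain interval carried with the targeted allele. The 90 neighbours with at least 10 CPM had a median distance of 0.21 log2 units from the median of all genes, against 0.29 for 10000 random matched sets. They lay at the 1.61 percentile, so no excess of change across most genes beside Irf8 was seen. A median over 90 genes would not move with a change of a few of them, so a strain interval that alters few genes stays open.

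Irf8 UMIs were kept in the library labelled IRF8KO, at a log2 ratio of -0.24. An exchange of the labels of the 2 libraries is argued against: it would make the library labelled IRF8KO the wild-type microglia, yet the homeostatic microglia list, fixed beforehand, had a median of -1.10 there. An allele that leaves the 3′ end of the transcript could give the Irf8 value. This stays open, since the labels do not name the allele. A single wrong title would also make that library wild-type microglia. It is argued against by the same homeostatic median, with 27 members lower and 3 higher. A wrong label of another kind stays open.

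A few cells sat in clusters of the other library: 8 IRF8KO cells in WT clusters and 1 WT cell in an IRF8KO cluster. Of these 9, 1 had a barcode also found in the other library, so shared barcodes are an unlikely source of the others. In all, 5 barcodes occurred in both libraries. The 8 IRF8KO cells together had 13 Sall1 UMIs among 25943, all in the 6 cells of the main WT cluster. A separate cluster of 30 cells, all from the library labelled IRF8KO, had Sall1 at 225 CPM (144 to 335) against 1.58 CPM (1.07 to 2.26) in the other 4979 cells, Apoe at 7383 against 88680 CPM, and no Ms4a7 UMI. Both sides are of the same library, so a difference shared by all its cells cannot set this cluster apart. P2ry12 also differed, at 2592 against 615 CPM, while Tmem119 was close, at 958 against 850 CPM. The homeostatic median against WT was -0.25 in this cluster. It was -0.83, -1.40 and -1.08 in the clusters of 2278, 2093 and 600 cells. No explanation was tested for the cluster, and what its cells are stays open.

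The WT library also had 412 cells of high UMI count, with a median of 15065 UMIs against 3046 in the main WT cluster. The ratio of 4.95 depends on the clustering: it was 2.97 at resolution 1.0 (779 cells) and 2.56 with the highest doublet scores left out (962 cells). Doublets of WT cells would lie near 2, and the ratio came down to 2.56, so it cannot decide. Without a filter on cells no such group was set apart, and 1 cluster held 3284 WT cells at a median of 3214 UMIs. Under the stricter filter, 1 cluster held 2939 WT cells at 3354, and clusters of 36 and 10 cells had higher medians. The 412 cells are more than the 87 WT cells given by 0.8% per 1000 cells, but that rate was assumed. Doublets stay open as a source of all or part of the group, and cannot be told apart from larger cells or clumps. The library labelled IRF8KO also had a group of higher count, the cluster of 600 cells, with a median of 6729 UMIs.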
